# The interaction of Arabidopsis with *Piriformospora indica* shifts from initial transient stress induced by fungus-released chemical mediators to a mutualistic interaction after physical contact of the two symbionts

**DOI:** 10.1186/s12870-015-0419-3

**Published:** 2015-02-21

**Authors:** Khabat Vahabi, Irena Sherameti, Madhunita Bakshi, Anna Mrozinska, Anatoli Ludwig, Michael Reichelt, Ralf Oelmüller

**Keywords:** Microarray, Transcriptome, Defense, Mutualism, Stomata, Reactive oxygen species, Phytohormones

## Abstract

**Background:**

*Piriformospora indica*, an endophytic fungus of Sebacinales, colonizes the roots of many plant species including *Arabidopsis thaliana*. The symbiotic interaction promotes plant performance, growth and resistance/tolerance against abiotic and biotic stress.

**Results:**

We demonstrate that exudated compounds from the fungus activate stress and defense responses in the Arabidopsis roots and shoots before the two partners are in physical contact. They induce stomata closure, stimulate reactive oxygen species (ROS) production, stress-related phytohormone accumulation and activate defense and stress genes in the roots and/or shoots. Once a physical contact is established, the stomata re-open, ROS and phytohormone levels decline, and the number and expression level of defense/stress-related genes decreases.

**Conclusions:**

We propose that exudated compounds from *P. indica* induce stress and defense responses in the host. Root colonization results in the down-regulation of defense responses and the activation of genes involved in promoting plant growth, metabolism and performance.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0419-3) contains supplementary material, which is available to authorized users.

## Background

The mutualistic interaction between beneficial root-colonizing fungi or bacteria starts with the recognition of both partners before a physical contact is established. Mutual recognition of diffusible signals released by the roots and microbes [arbuscular mycorrhizal (AM), rhizobia-legume root endosymbionts, beneficial endophytes] initiates a signal exchange which prepares the partners for the interaction. Root-derived flavonoids activate the release of factors from the microbes, which induce calcium spiking in root hairs [1]. Downstream of calcium spiking, reprogramming of gene expression in the roots induces mycorrhiza or nodule formation or the establishment of a beneficial mutualistic interaction [2,3]. The symbiotic signals of mycorrhizal fungi, the Myc factors, and those from rhizobial bacteria, Nod factors, are lipo-chitooligosaccharides. They are perceived by lysin-motif (LysM) receptors which induce a signaling pathway leading to either mycorrhiza or nodule formation. Myc factors from *Glomus intraradices* reprogram root gene expression and induce root branching and mycorrhization in *Medicago truncatula* ([4]; and ref. therein). Interestingly, LysM receptors are also involved in the perception of chitooligosaccharides, fungal cell wall compounds that induce defense responses and resistance to pathogens. This raises the question of how plants (legumes) discriminate between beneficial and pathogenic microorganisms (cf. [5]). Furthermore, for the establishment of a mutualistic interaction, the beneficial fungi have to overcome the defense machinery of the host to develop within the host. Kloppholz et al. [6] showed that the AM fungus *G. intraradices* uses the effector protein SP7 to short-circuit the plant defense program. SP7 is secreted and interacts with the pathogenesis-related transcription factor ERF19 in the plant nucleus. *ERF19* is highly induced in roots by the fungal pathogen *Colletotrichum trifolii* as well as by several fungal extracts, but only transiently during mycorrhiza colonization. When constitutively expressed in roots, SP7 leads to higher mycorrhization while reducing the levels of *C. trifolii*-mediated defense responses. Therefore, SP7 is an effector that contributes to develop the biotrophic status of AM fungi in roots by counteracting the plant immune program. These examples show that the symbionts cross-talk *via* chemical mediators which are released into the rhizosphere, and these compounds can be effective prior to the physical contact of the symbionts.

We study the beneficial interaction between the root-colonizing fungus *Piriformospora indica* and the model plant *Arabidopsis thaliana*. The endophyte colonizes the roots of many plant species, and - similar to AM fungi - promotes plant growth, biomass and seed production and confers resistance to abiotic and biotic stress ([7,8]; and references therein). *P. indica* is a member of Sebacinales, grows inter- and intracellularly and forms pear shaped spores, which accumulate within the roots and on the root surface. After the establishment of a beneficial interaction barely any defense or stress genes are activated and no reactive oxygen species (ROS) are produced by the host against *P. indica* [8,9]. Prior to the establishement of a symbiotic interaction and a physical contact between the two partners, *P. indica* releases exudate compounds, which induces appropriate responses in the host. For instance, a fungal compound induces cytoplasmic calcium ([Ca^2+^]_cyt_) elevation in the roots of Arabidopsis and *Nicotiana tabacum*, which is important for establishing the proper host response to the microbe. [Ca^2+^]_cyt_ elevation is followed by a nuclear Ca^2+^ response in the root cells [3]. Rafiqi et al. [10] presented a list of putative effector molecules which were identified in the *P. indica* genome and which might be secreted in order to modulate host cell’s function and structure and to promote microbial growth on plant tissue. Finally, *P. indica* releases small molecular compounds into the medium and the root environment which prevent growth of pathogenic fungi and thereby restrict their growth also in the roots [11].

We have established standardized co-cultivation conditions of *P. indica* and Arabidopsis seedlings on Petri dishes which allow us to investigate the information exchange and the establishment of the mutualistic interaction between the two partners [12]. Here, we report that the seedlings respond to the presence of the fungus as early as two days after co-cultivation although the two organisms have not yet established a physical contact. After six days the hyphae and roots have contact to each other and the first hyphae are detectable within the exodermis of the roots. We report that both roots and leaves respond to the presence of *P. indica* already two days after co-cultivation. The response pattern is quite different four days later, when the hyphae have contact to the roots.

## Results

### Co-cultivation conditions of *P. indica* and Arabidopsis

An agar plaque with *P. indica* mycelium and an Arabidopsis seedling were transferred to a nylon membrane on solidified PNM medium on a Petri dish, with a distance of 3 cm. As control, an agar plaque without fungal hyphae was used (Additional file 1: Figure S1A). Under these co-cultivation conditions, the fungal mycelium and the roots start to grow but they have no contact to each other within the first two days of co-cultivation (Additional file 1: Figures S1B; S2A, B). At this time point, both organisms are separated by at least two cm. Therefore, any communication between the two organisms is only possible *via* exudated soluble compounds into the medium or through the gas phase. After six days of co-cultivation the growing roots and hyphae have reached each other and a physical contact has been established (Additional file 1: Figures S2C, D1, D2). Light and fluorescent microscopical analyses demonstrate that the mycelium penetrates the epidemal layers of the root. Formation of the first fungal spores around the roots becomes also visible (Additional file 1: Figures S2D1, D2). We measured defense and symbiotic responses of the seedlings during the first 14 days of co-cultivation (0, 1, 2, 4, 6, 10, 14 days). After 2 days of co-cultivation, a strong difference in the responses of *P. indica*-exposed and mock-treated control was detectable. After 6 days of co-cultivation, the response pattern was different from that observed at the earlier time point, and did not change much after longer co-cultivation (14 days). We reasoned that the early changes are induced by chemical mediators from the fungus, and that the later changes occur once a physical contact between the two symbionts is established. Therefore, we analysed the response of the roots to the presence of *P. indica* after two and six days of co-cultivation in more details.

### Stomata aperture

Although a physical contact between the two partners has not yet been established after two days, the leaves of the seedlings respond to the presence of the fungus by closing the stomata (Figure 1). Prior to expose to *P. indica*, 14.6 ± 1.1% of the stomata in the leaves were closed. Almost identical results were obtained for seedlings exposed to an agar plaque without the fungus for either two or six days (two days: 13.9 ± 3.3%; six days: 12.9 ± 3.7%). In contrast, two days after exposure of the seedlings to the *P. indica*-containing plaque, 76.7 ± 2.9% of the stomata were closed. Longer co-cultivation resulted in re-opening of the stomata, and after six days, only 17.5 ± 1.2% of the stomata remained closed (Figure 1). This demonstrates that regulation of stomata opening in the leaves in response to the root-colonizing fungus *P. indica* is a sensitive marker for the interaction of the two partners. To clarify whether the fungal signal(s) is an exudated compound in the medium or a gas, we co-cultivated Arabidopsis seedlings with *P. indica* on split Petri dishes. Exudated compounds from the fungus in the medium cannot reach the roots, while communication *via* gases or volatiles is possible. The number of closed stomata in Arabidopsis seedling was not significantly different two days after co-cultivation of the symbionts on the split Petri dishes compared to the mock-treated control (control: 18.00 ± 1.65%; split Petri dishes: 18.87 ± 2.17%) which excludes gases and volatiles as chemical mediators.

**Figure 1:**
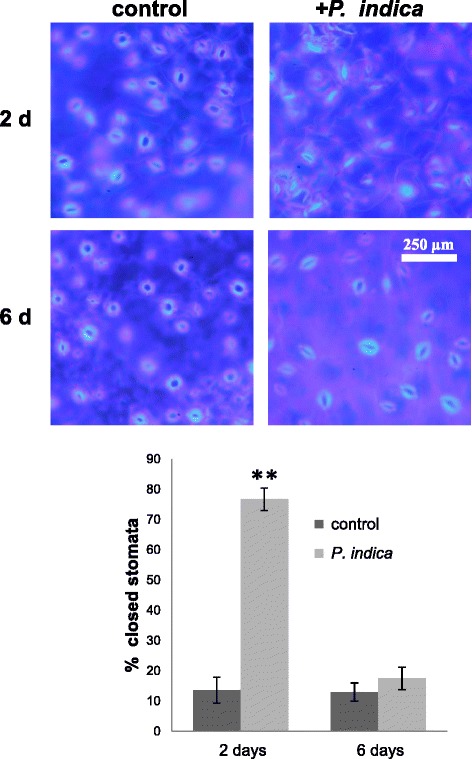
**Epidermis with stomata of Arabidopsis leaves two or six days after exposure of the seedlings to an agar plaque without (control) or with** ***P. indica*** **(+** ***P. indica*** **).** Guard cells were visualized under the fluorescent microscope (450-520 nm) after stained with calcoflour white (the upper level). The lower panel shows the % closed stomata. Based on 3 independent biological experiments with 10 leaves from individual seedlings each. Bars represent SEs. Asterisks indicate significant differences, as determined by Student’s *t*-test (**P < 0.01).

### H_2_O_2_ production

High doses of the fungus did not stimulate H_2_O_2_ production in roots and shoots [9] which has been confirmed for roots exposed to *P. indica* for six days (Figure 2). In contrast, two days after co-cultivation, we observed a higher H_2_O_2_ level in the leaves of *P. indica*-exposed seedlings compared to the mock-treated controls (Figure 2). This suggests that exudated compounds from the fungus trigger ROS production, and this stimulatory effect is no longer detectable six days after co-cultivation. Separation of the mycelium from the roots in split Petri dishes prevented the stimulation of H_2_O_2_ production after two days of co-cultivation (control: 0.0033 ± 0.0014 μg/mg dry weight; + *P. indica*: 0.0027 ± 0.0013 μg/mg dry weight), which again supports the involvement of a diffusible compound in the medium.

**Figure 2:**
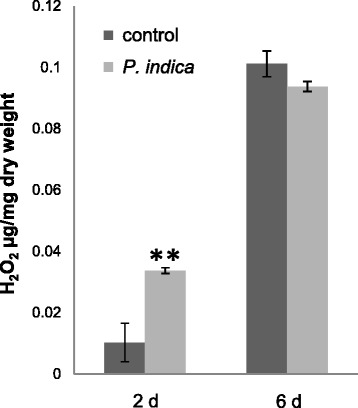
**H**_**2**_ **O**_**2**_ **levels in leaves of** ***A. thaliana*** **seedlings two or six days after exposure to an agar plaque without or with** ***P. indica*** **.** The amount of μg H_2_O_2_ per mg dry tissue was determined as described in METHODS. Based on 3 independent biological experiments with 10 leaves from individual seedlings. Bars represent SEs. Asterisks indicate significant differences, as determined by Student’s *t*-test (**P < 0.01).

### Regulation of *NTR2.5* in the leaves in response to *P. indica*

NRT2.5 belongs to the nitrate transporter family and is preferentially, but not exclusively, expressed in leaves. The protein plays an essential role in plant growth promotion by the rhizospheric bacterium strain *Phyllobacterium brassicacearum* STM196 [13,14]. The regulation of its mRNA level in the leaves appears to be very sensitive to signals from the roots. Figure 3 demonstrates that the mRNA level for NRT2.5 in the roots is ~ 4-6-fold up-regulated by *P. indica*, two and six days after co-cultivation. Furthermore, while no significant response can be detected in the leaves two days after co-cultivation, a ~4-fold up-regulation is observed six days after co-cultivation of the seedlings with *P. indica*. This shows that signals from the fungus are transferred to the leaves, although the response is slower than this for stomata closure (Figure 1) and ROS production (Figure 2). The *NRT2.5* mRNA levels in the roots and leaves on split Petri dish experiments were not up-regulated in comparison to the mock-treated controls (data not shown) which again demonstrates that the *NTR2.5* response is mediated by fungus-derived non-gaseous chemical mediators.

**Figure 3:**
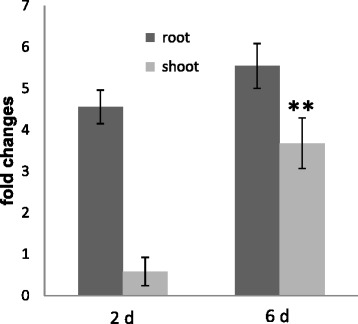
***NRT2.5*** **induction in the roots and shoots of Arabidopsis seedlings which were exposed to** ***P. indica*** **for either two or six days**. The fold change relative to the mock-treatment is presented. Based on 3 independent biological experiments with 3 technical replicates each. Bars are SEs; they represent the sum of the SEs of the individual values. Asterisks indicate significant differences (six day shoot value *vs.* two day shoot value), as determined by Student’s *t*-test (**P < 0.01).

### Phytohormone levels in Arabidopsis roots and shoots two and six days after co-cultivation with *P. indica*

Beneficial plant-microbe interactions are associated with changes in phytohormone levels [15-17]. In order to test whether co-cultivation of Arabidopsis roots with *P. indica* affects the phytohormone levels, the amounts of jasmonic acid (JA) and its active form JA-isoleucine (JA-Ile), 12-oxo-phytodienoic acid (OPDA), abscisic acid (ABA) and salicylic acid (SA) were determined in the roots and shoots of seedlings either exposed to *P. indica* or mock-treated. Interestingly, we observed the strongest up-regulation of the phytohormone levels in both roots and shoots two days after co-cultivation. The phytohormone levels decreased significantly in both roots and shoots after six days of co-cultivation (Figure 4). Since the hormones are involved in various types of stress and defense responses, the results indicate that exudated compounds from the fungus induce stress hormones in the roots and systemically also in the leaves. Their level declines as soon as a physical contact between the two organisms is established.

**Figure 4:**
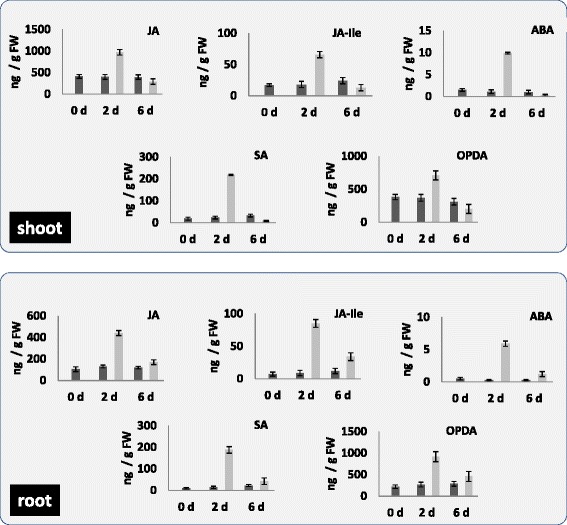
**Phytohormone levels in roots and leaves of Arabidopsis seedlings after exposure to** ***P. indica*** **for two or six days.** The roots and shoots of the seedlings were harvested at day 0, 2 and 6 after exposure to the *P. indica* plug or an agar plug without mycelium. SA, ABA, JA, *cis*-OPDA and JA-Ile levels were determined. The values are means ± SEs of 4 independent biological experiments with 5 replications in each experiment.

### Transcriptome analyses for Arabidopsis roots two and six days after exposure to *P. indica*

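Roots of Arabidopsis seedlings that had grown beside a plug of the root-colonizing fungus P. indica, or beside an agar plug without mycelium (mock), were compared on Affymetrix ATH1 arrays, on which each gene is read by a set of short probes (a probe set). The table analysed here holds 4 arrays, 1 for each of mock-treated and P. indica-exposed roots after 2 d and after 6 d. The paper's results rest on 3 independent experiments, and whether their RNA or their values were pooled into these arrays is not given in the sources used here. With 1 array per condition there are no replicates, so the differences at each time point are given as sizes without an error or a p-value. The sample labels give an age of 12 d for the 2 d arrays and 16 d for the 6 d arrays, while the paper gives an age of 12 d at transfer, of which 48 h were cold treatment. The labels name root as the tissue of every array, but the RNA isolation they describe covers roots and shoots, which the paper isolated separately. Their free description speaks of early embryos, which matches no part of the paper. The authors' values are MAS5 signals (linear intensities) for 22810 probe sets, and the processing notes give no version. The 75th percentiles of the 4 arrays lay within 0.03 of each other on the log2 scale, so the deposited scale was kept. For the present comparison 64 control probe sets were left out, and each signal was expressed as log2. Signals under a floor of 22.2, which is the mean of the arrays' 40th percentiles, were set to that floor, and a probe set was counted at a time point if the brighter array of the pair lay above it. This gave 14118 probe sets at 2 d and 14029 at 6 d. Where the dimmer array lay under the floor, the fold difference is a lower bound and is written as "at least". The probe annotation used here pairs 13484 probe sets with 1 gene and its locus code, 503 with several genes and 8730 with none, and only genes of the first kind are named. Signals of the hybridization controls, which are added in fixed amounts, differed between the time points: 18 of 18 probe sets were brighter on the 6 d mock array than on the 2 d mock array, by a median of 0.54 on the log2 scale, and the P. indica arrays differed by 0.59. Within a time point their medians differed by 0.07 at 2 d and by 0.10 at 6 d. Ratios of exposed over mock were therefore formed within each time point.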

Roots exposed to *P. indica* for two and six days were harvested for RNA extraction and expression profiling. Root material exposed to agar plaques served as control. Only genes from *P. indica*-exposed material which showed a > 3-fold difference to the agar control were analysed in this study. 

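Most of the large differences after 2 d were higher signals in P. indica-exposed roots. The germin-like gene AT5G38910, whose family codes for cell wall proteins, had a signal of 5.9 in mock-treated and 547 in exposed roots, which is at least 24.6-fold higher. Differences of similar size were found for neighbouring genes of FAD-linked oxidases of the berberine bridge enzyme type: AT1G26390 was at least 19.1-fold and AT1G26380 at least 13.4-fold higher. AT2G15220 was 5.15-fold and AT3G18250 4.11-fold higher, where the probe set of AT2G15220 carries a suffix for possible cross-hybridization. In total, 41 probe sets were more than 3-fold higher and 8 were more than 3-fold lower at 2 d. Of the lower ones 3 have a gene name: the UDP-glycosyltransferase gene AT2G22590 was 3.65-fold lower, the aspartyl protease gene AT5G10770 at least 3.57-fold lower and AT1G19530 3.27-fold lower. After 6 d, 15 probe sets were more than 3-fold higher and none was lower. For comparison, 121 probe sets differed by more than 3-fold between the mock arrays of the 2 time points, 27 of them higher and 94 lower at 6 d. Of the 94, 30 are probe sets of plastid-encoded genes, and 29 of these were also more than 3-fold lower on the exposed array at 6 d than at 2 d, so this count includes differences between the arrays of the time points that are shared by both conditions. The counts depend on the floor: with a floor at the 20th percentile 95 probe sets were higher and 27 lower at 2 d, and with a floor at the 60th percentile 20 and 3. At 6 d these floors gave 58 higher and 19 lower, and 8 higher and 0 lower, respectively.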

The comparative transcriptome analysis [18] uncovered that 75 genes were up-regulated and 14 genes down-regulated after two days, whereas 50 genes were up-regulated and 4 genes down-regulated after six days (Figure 5; Figure 6; Additional file 1: Table S1A, C). Categorization of the genes using the Mapman software revealed a huge difference between the two datasets.

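MapMan bins were not used here. Instead, 34 gene lists were written before the data were examined, and 100 of their 487 genes have a named probe set. Some of these lists hold the 56 genes the paper names, which it chose on data of this series. The other lists came from background knowledge, but some of them also hold genes the paper names, such as CML38 and AT5G39670 in the Ca2+ list. The percentiles of such lists are therefore not fully independent of the paper's choice. A gene is called measured if its named probe set lay above the floor on at least 1 array of a pair. Of 16 genes of Ca2+ sensing and transport 10 have a named probe set, and 5 of these were measured. They had a median log2 ratio of 0.43 at 2 d and 0.19 at 6 d, and none passed 3-fold. These medians lay at percentiles 99.84 and 92.9 of 10000 random lists matched on signal. Of the 5, 3 had the larger ratio at 2 d. At 2 d 4 were higher and CML38 (AT1G76650) was lower. The log2 ratios ran from -1.04 for CML38 to 1.48 for AT5G39670, and for both genes the difference is at least of this size. CML43 (AT5G44460) had a log2 ratio of 0.60 at 2 d and 0.16 at 6 d, and CML42 (AT4G20780) one of 0.43 and 0.00. Among 5 measured genes of pattern-triggered immunity, the first layer of defense, WRKY53 (AT4G23810) had the largest ratio with 0.73 at 2 d and 0.34 at 6 d. The median of this list was -0.07 at 2 d and 0.31 at 6 d, and none of its genes passed 3-fold. At 2 d 2 were higher and 3 lower, and the median lay at percentile 33.6 of the random lists. At 6 d all 5 were higher, and the median lay at percentile 99.26. F6'H1 (AT3G13610), which catalyses a step of scopoletin synthesis and stood in the iron deficiency list, was 1.91-fold higher at 2 d and 1.81-fold higher at 6 d. The tryptophan synthesis gene AT2G04400 had log2 ratios of 0.32 and 0.38, the lignin gene CCR2 (AT1G80820) 0.29 and 0.16, the hypoxia gene PDC2 (AT5G54960) -0.44 and -0.17, and the glutathione reductase gene GR1 (AT3G24170) 0.09 and -0.18. The abundant root beta-glucosidase PYK10 (AT3G09260) had ratios of 0.19 and 0.21. Of 18 listed genes of green shoot tissue 3 were measured, and none passed 2-fold. Their median log2 ratio of -0.40 at 2 d lay at percentile 1.84 of 10000 random lists matched on signal, while that of 0.58 at 6 d lay at percentile 99.95. The rubisco activase gene RCA (AT2G39730) had ratios of -0.40 and 0.58 and the chlorophyll-binding protein gene LHCB4.1 (AT5G01530) had -0.52 and 0.44. PRK (AT1G32060) lay at the floor at 2 d, with a ratio of -0.01, and had one of 0.82 at 6 d. For 4 reference genes the median was 0.08 at 2 d and 0.04 at 6 d.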

**Figure 5:**
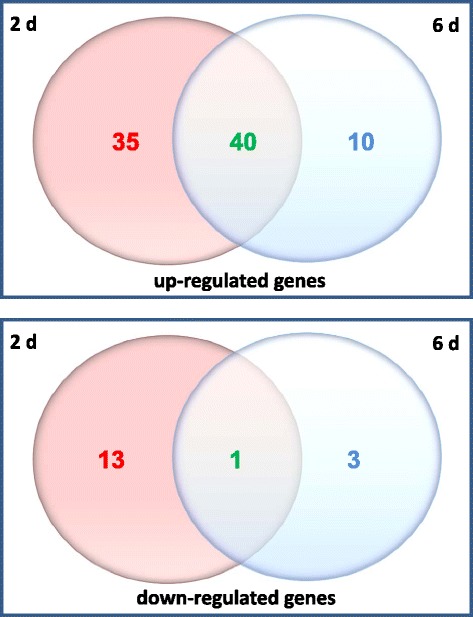
**Venn datagram of the number of genes which are up- or down-regulated in Arabidopsis roots exposed to** ***P. indica*** **for either two or six days.** Numbers of genes regulated only after 2 d of interaction are shown in red colour; those regulated only after 6 d are shown in blue; number of genes regulated at both time points are shown in green. The results are based on 3 independent biological experiments.

**Figure 6:**
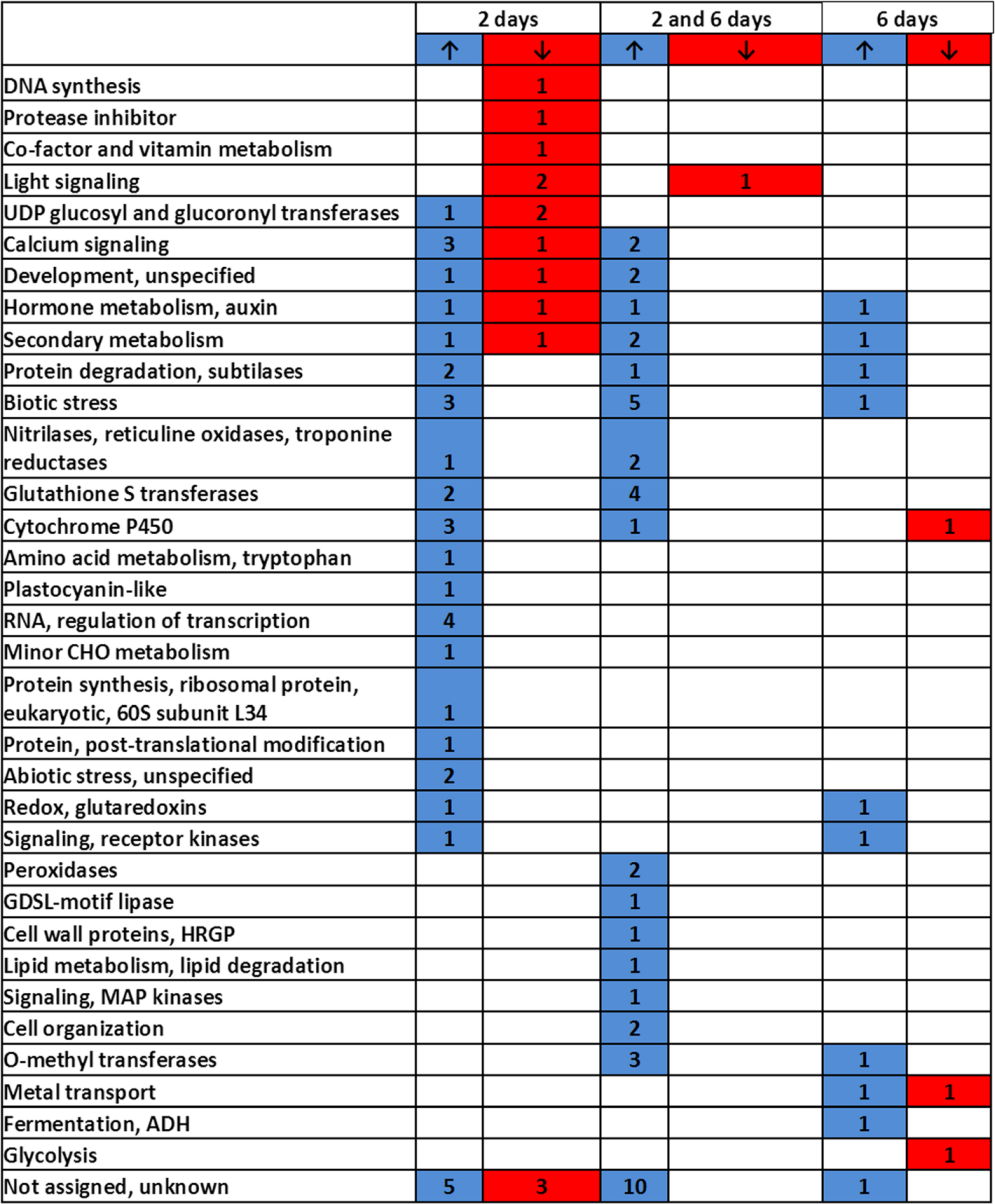
**Number of genes of the MAPMAN categories which are either up-regulated (blue) or down-regulated (red) in Arabidopsis roots 2 or 6 or [** 2 **,** 6 **] days after co-cultivation with** ***P. indica.*** 2 days: genes which are regulated only after 2 days of interaction; 6 days: genes which are regulated only after 6 days of interaction; [2 and 6 days]: common genes which are regulated at both time points. The results are based on 3 independent biological experiments. For detailed information, cf. Additional file 1: Table S1.

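Of the 41 probe sets more than 3-fold higher at 2 d, 27 were not past 3-fold at 6 d, and 13 of these have a gene name. AT1G19960 was at least 6.58-fold higher at 2 d and 1.26-fold higher at 6 d. AT2G25510 had log2 ratios of 1.85 at 2 d and 0.63 at 6 d, and AT3G07600 was 3.01-fold and 1.37-fold higher. Others stayed close to the limit at the later time point: AT3G60270 was at least 3.24-fold higher at 2 d and 2.66-fold higher at 6 d, and AT1G26410, another gene of the berberine bridge enzyme type, at least 3.39-fold and 2.61-fold higher. At 6 d, 17 of the 27 probe sets were still more than 2-fold higher, 4 were between 1.5-fold and 2-fold higher and 6 differed by less than 1.5-fold. Their median log2 ratio was 2.00 at 2 d and 1.09 at 6 d, a direction that follows from their choice, and the difference was not tested.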

Thirthy-five stress- and defense-related genes are only up-regulated during the early time point of co-cultivation and thus appear to respond to chemical mediators released by the fungus (cf. Discussion; Figure 5; Figure 6; Additional file 1: Table S1A). This includes genes for defense-related cell wall proteins and transcription factors, subtilase At1g32940 [19], a protease inhibitor, chitinase, germin-like protein, PAD3, CYP71B6, galactinol synthase 4, glycosyltransferase 73D1, leucine-rich repeat proteins, glutathione-S-transferases (GST) and glutaredoxin 480. Furthermore, phytohormone-related genes such as *CYP81D8* (At4g37370), *CYSTEINE PROTEINASE1* (At4g36880), *GH3.4* (At1g59500), *TOUCH3* (At2g41100) and those with Ca^2+^-related functions [*CIPK13* (At2g34180) and At4g33050] are also up-regulated two days after co-cultivation (cf. Discussion). In contrast, genes involved in developmental and DNA modifications, such as *HISTONE H1-3*, *PYRIDOXINE BIOSYNTHESIS1.1* and *CML38* are down-regulated.

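Of the stress and defense genes named first here, 4 could be measured. The subtilase gene SBT3.5 (AT1G32940) had a signal of 52.4 in mock-treated and 148 in exposed roots at 2 d, a 2.82-fold difference, and was 1.84-fold higher at 6 d. The cytochrome P450 gene CYP71B6 (AT2G24180) was 2.38-fold higher at 2 d, from 280 to 667, and 1.71-fold higher at 6 d. The glycosyltransferase gene UGT73D1 (AT3G53150) was 3.04-fold higher at 2 d and 1.34-fold higher at 6 d. The glutaredoxin gene GRX480 (AT1G28480), which responds to salicylic acid, was 2.21-fold higher at 2 d and had a log2 ratio of 0.88 at 6 d. With the floor at the 60th percentile the log2 ratio of UGT73D1 at 2 d was 0.97 and that of GRX480 was 0.56. In total, 9 genes that the paper names as up-regulated only at the early time point have a named probe set. All 9 were higher in exposed roots at 2 d, by 2.03-fold to 3.85-fold, and 2 of them passed 3-fold. None of the 9 passed 2-fold at 6 d, where their median was 1.57-fold. The paper chose these genes on data of the same series, so their directions are not independent evidence.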

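CYSTEINE PROTEINASE1 (CP1, AT4G36880) had a signal of 54.1 in mock-treated and 208 in P. indica-exposed roots at 2 d, a difference of 3.85-fold. At 6 d the signal was 96.9 in mock-treated and 133 in exposed roots, a difference of 1.37-fold. The other genes of this group have no probe set with a single gene in the annotation used here and were not analysed.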

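HISTONE H1-3 (HIS1-3 (AT2G18050)), a linker histone, had a signal of 57.1 in mock-treated and 16.8 in exposed roots at 2 d, which is at least 2.57-fold lower. At 6 d it was 1.38-fold lower. The calmodulin-like gene CML38 had a signal of 45.5 in mock-treated roots and 20.6 in exposed roots at 2 d, which is at least 2.05-fold lower. At 6 d the order was turned, with 21.6 in mock-treated and 35.5 in exposed roots, which is at least 1.60-fold higher. Both genes lay near the floor of detection, and with the floor at the 60th percentile neither had a signal above it. PYRIDOXINE BIOSYNTHESIS1.1 was not analysed here.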

The number of defense- and stress-related genes is much less after six days of co-cultivation (cf. Discussion).

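Some of the genes with a higher signal in exposed roots at 6 d had their larger ratio at this time point. GAT1_2.1 (AT1G15040), a glutamine amidotransferase gene, was 2.78-fold higher at 6 d and 1.24-fold higher at 2 d. Its mock signal was 83.6 at 2 d and 27.3 at 6 d. AT1G33055 was 2.77-fold higher at 6 d and 1.26-fold higher at 2 d. The extensin-like gene AT1G26250 was 2.44-fold higher at 6 d and 2.04-fold higher at 2 d. Among genes above the floor in both conditions, the largest differences in the other direction were 2.24-fold for AT5G04120, 2.14-fold for AT3G08780 and 2.07-fold for AT2G43850, all lower in exposed roots. Of these, AT5G04120 was at least 1.66-fold higher at 2 d. Of the 15 probe sets more than 3-fold higher at 6 d, 13 had the larger ratio at 2 d, with a median log2 ratio of 2.61 at 2 d and 1.76 at 6 d.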

The majority of the identified genes are regulated by *P. indica* at both time points (Figure 5; Additional file 1: Table S1B). 

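Of the 15 probe sets more than 3-fold higher at 6 d, 14 were also more than 3-fold higher at 2 d, and 1, without a gene name, was past 3-fold at 6 d only. Independent lists of these sizes among the 13538 probe sets counted at both time points would share 0.045. The 8 shared genes with a name are the germin-like gene AT5G38910, the oxidase genes AT1G26380 and AT1G26390, the peroxidase gene AT5G39580, the chitinase gene AT2G43570, the extensin gene AT1G26240, AT3G18250 and AT4G28460. At 6 d AT5G38910 was 5.37-fold, AT1G26390 4.43-fold, AT3G18250 3.12-fold and AT1G26380 3.11-fold higher. AT4G28460 had a log2 ratio of 2.04 at 6 d and one of at least 1.76 at 2 d. No probe set was more than 3-fold lower at both time points. The 2 time points have separate mock arrays, so no control is shared. With a limit of more than 2-fold 43 probe sets were higher at both time points, 61 at 2 d only and 21 at 6 d only. With a floor at the 20th percentile and the limit of more than 3-fold these counts were 25, 70 and 33.

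**Figure D1:**
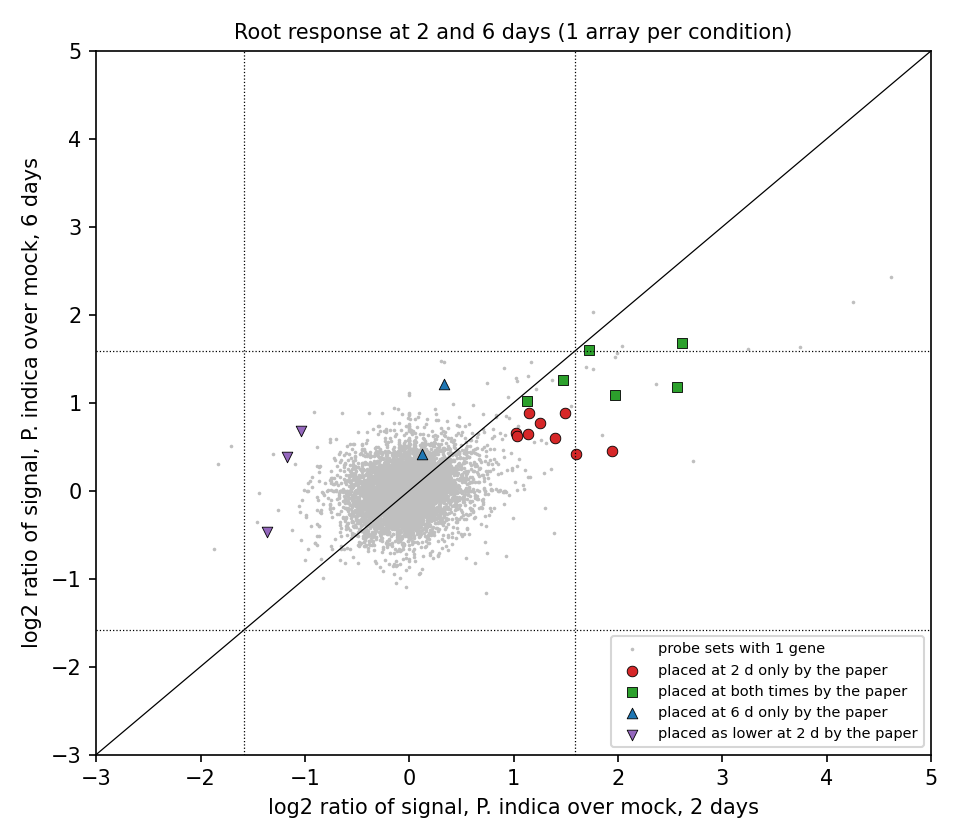
Log2 ratio of signal in P. indica-exposed over mock-treated roots at 2 days (horizontal axis) and at 6 days (vertical axis), each from 1 pair of arrays. Grey points are probe sets with 1 gene, coloured symbols are genes the paper names, dotted lines mark 3-fold and the solid line marks equal ratios. All 9 genes placed at 2 d only and all 6 placed at both time points lie to the right of the solid line. The paper placed these genes on data of the same series, which favours this side.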

Closer inspection of the expression levels of these genes also confirms a decline in the degree of defense processes from the 2^nd^ to the 6^th^ day after co-cultivation (cf. Discussion). 

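Of the 17 genes the paper names for both time points, 6 have a named probe set, and all 6 had the larger ratio at 2 d. The paper describes these genes as responding more strongly at 2 d, on data of the same series. Their shared direction here is therefore not independent evidence. The chitinase gene AT2G43570 was 6.11-fold higher in exposed roots at 2 d and had a log2 ratio of 1.68 at 6 d. The transferase gene AT5G42830 was 3.94-fold and 2.13-fold higher, respectively. The extensin gene AT1G26240 was at least 3.30-fold higher at 2 d and 3.03-fold higher at 6 d, and the Ca2+-binding protein gene AT5G39670 at least 2.78-fold and 2.39-fold higher. The median log2 ratio over the 6 genes was 1.85 at 2 d and 1.22 at 6 d, and the median difference between the log2 ratios was 0.55. This difference was 0.23 with the floor at the 60th percentile, where 4 of the 6 genes had the larger ratio at 2 d, and 0.91 with the floor at the 20th percentile.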

Examples are genes for the root-specific proline-rich extensin At1g26240*,* PHOSPHOLIPASE A 2A (At2g26560), GERMIN-LIKE PROTEIN19, CYP81F2, chitinase At2g43570, the disease resistance protein At2g15120, ENDOPEPTIDASE INHIBITOR1 (At2g43510), the Ca^2+^-binding proteins At5g26920 and At5g39670, the transferase At5g42830, the NAC domain transcription factor JUNGBRUNNEN1, ERD11, ACIREDUCTONE DIOXYGENASE3 and GLUTHATIONE S-TRANSFERASE TAU10 (cf. Discussion). The lower expression level during later stages of co-cultivation indicates that the gene products are less required once a physical contact has been established between the two symbionts.

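The signals of each condition can be compared between the time points, although the arrays of the time points also differed in the hybridization controls and in the ratio of the 3' to the 5' probe set of actin. For the 41 probe sets more than 3-fold higher at 2 d, the signal in exposed roots was about as high at 6 d as at 2 d, with a median log2 difference of -0.05, and it was lower at 6 d for 22 and higher for 19 of them. The signal in mock-treated roots was higher at 6 d than at 2 d for 36 of the 41, with a median log2 difference of 0.89, or 0.22 with the floor at the 60th percentile. These 41 were chosen for a high ratio at 2 d, which favours low mock signals at 2 d. Among the 64 probe sets more than 2-fold higher at 6 d, the median difference was 0.25 in mock-treated and 0.20 in exposed roots. AT2G43570 had a signal of 447 in exposed roots at 2 d and 344 at 6 d, while its mock signal was 73.1 and 108. For AT5G42830 the exposed signal was 220 and 260, and the mock signal 55.8 and 122. For AT1G26240 the exposed signal was 73.2 and 132, and the mock signal 10.1 and 43.5. Over the 6 named genes of this group the median log2 difference between 6 d and 2 d was -0.03 in exposed and 0.76 in mock-treated roots. From the lower expression level at the later stage, the paper proposes that the gene products are less required once physical contact has been established.

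**Figure D2:**
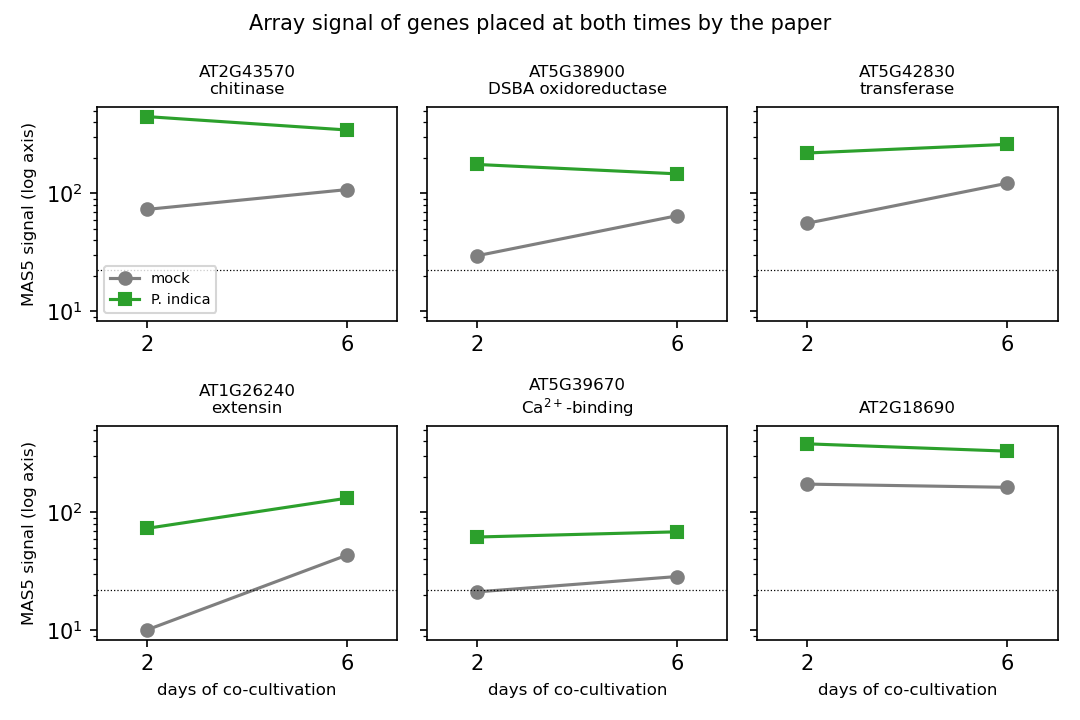
MAS5 signal (log axis) of 6 genes the paper places at both time points, in mock-treated roots (grey circles) and P. indica-exposed roots (green squares) at 2 d and at 6 d, 1 array per point. The dotted line is the floor of 22.2. The mock signal of AT2G43570 is 73.1 at 2 d and 108 at 6 d, and its exposed signal 447 and 344.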

For 33 randomly chosen genes from the three categories (Additional file 1: Table S1A-C), the microarray results were confirmed by qRT-PCR analyses. Additional file 1: Table S1D demonstrates that most of the results confirmed the microarray data.

To clarify the nature of the fungal signal(s) which modifies the root transcriptome pattern under short term co-cultivation (2 days), we performed co-cultivation experiments on split Petri dishes as described above. The transcriptome pattern of the randomly chosen 33 genes was studied using real-time PCR (Additional file 1: Table S2), but no significant difference was observed to the mock-treated control (Additional file 1: Table S2). This demonstrates again that gases and volatiles do not play a role in changing the gene expression patterns in Arabidopsis roots. Apparently, diffusible compounds released by the hyphae are required for the observed reprogramming of the root transcriptome.

## Discussion

Diffusible compounds released by microbes trigger plant responses before physical cell-to-cell contact occurs [1,20-22]. Several lines of evidence demonstrate that *P. indica* releases compounds which induce defense processes in Arabidopsis roots. The identified genes which are up-regulated after two days of co-cultivation and their role in plant/microbe interaction support this idea. Since the mycelium has not yet reached the roots, plant responses must be induced by either chemical mediators secreted into the medium or gaseous compounds. The split Petri dish experiments support the first possibility, although it cannot be excluded that gaseous compounds also participate in the communication. We also failed to identify major volatile organic compounds which are released into the air in the *P. indica*/Arabidopsis root symbiosis (D. Tholl and R. Oelmüller, unpublished).

Exudate compounds from both fungal mycelium and roots are well characterized mediators of early communication in mycorrhizal symbiosis [23-25]. The exudate from AM fungi induces also nitric oxide (NO) accumulation in *Medicago truncatula* roots [26]. NO is involved in control of stomata closure ([27]; and ref. therein), therefore, fungus-induced and plant-released NO could be involved in the regulation of stomata aperture. The early plant responses in the leaves (stomata closure and ROS production) could be caused by NO of plant origin, which is synthesized in response to chemical mediators released from *P. indica* before a physical contact has been established.

Stomata closure is a typical ABA-mediated stress response, which might be induced by exudated signals from *P. indica*. Many bacterial pathogens invade plants primarily through stomata on the leaf surface. Sawinski et al. [28] showed that microbial invasion is restricted or prevented by stomata closure upon perception of MAMPs, and this represents an important layer of active immunity at the preinvasive level. The signaling pathways leading to stomatal closure triggered by biotic and abiotic stresses employ several common components, such as ROS, Ca^2+^, kinases and hormones, suggesting considerable interaction between MAMP- and ABA-induced stomatal closures. Entry of the foliar pathogen *Pseudomonas syringae* pathovar tomato DC3000 into the plant corpus occurs also through stomatal openings, and consequently a key plant innate immune response is the transient closure of stomata. Kumar et al. [29] showed that root colonization by the rhizobacteria *Bacillus subtilis* FB17 restricts the stomata-mediated pathogen entry of PstDC3000 in Arabidopsis and root binding of FB17 invokes ABA and SA signaling to close the stomata. These results emphasize the importance of rhizospheric processes and environmental conditions as an integral part of the plant innate immune system against foliar bacterial infections, and similar processes may occur in the system described here.

We have previously demonstrated that colonization of Arabidopsis roots by *P. indica* does not result in H_2_O_2_ production [3,8]. Like the regulation of stomata closure, ROS production is fast in response to fungal signals. ROS is also produced during early stages of symbiotic interactions of bacteria and mycorrhizal fungi with roots [30,31]. Here, we demonstrate an early production of ROS before a physical contact between the two symbionts has been established. This is likely initiated by exudated compounds from the fungus. They can function as PAMPs, similar to PAMPs released by pathogenic fungi which activate ROS production *via* activation of the root NADPH oxidase or apoplastic peroxidases, or by gaseous compounds. Our results with split Petri dishes argue against a role of gaseous compounds in this response (Additional file 1: Table S2). These ROS could activate the observed defense responses at the mRNA level, both locally and systemically, two days after co-cultivation of the two symbionts. Fungi also contain NADPH oxidases [32]. *Epichloe festuca*-synthesized ROS regulate hyphal tip growth, thereby restricting growth of the fungus and preventing excessive colonization and host defense gene activation [31,32]. Accumulation of ROS, the oxidative damage to lipids and the membrane electrolyte leakage is lower in AM plants than in non-mycorrhizal plants [33,34], presumably due to the efficient up-regulation of ROS scavenging systems.

Six, but not two days after co-cultivation, we observed the up-regulation of the *NRT2.5* mRNA level in the leaves, indicating a slow root-to shoot signal transduction process in the presence of the fungus. Like *P. indica*, Arabidopsis growth is stimulated by the *Phyllobacterium brassicacearum* STM196 strain, and this is associated with the up-regulation of *NRT2.5* and *NRT2.6* [14]. The *nrt2.5* and *nrt2.6* mutations abolished plant growth and root responses to STM196. Thus, *NRT2.5* and *NRT2.6*, which are preferentially expressed in leaves, play an essential role in plant growth promotion by the rhizospheric bacterium STM196. Members of the *NRT2* family have also been described to be involved in plant defense responses: *NRT2.1* in the priming against *Pseudomonas syringae* pv *tomato* [35] and *NRT2.6* in the resistance against *Erwinia amylovora* [36]. Both genes are required for STM196-induced plant growth promotion, and thus represent new genes in beneficial biotic interactions. Furthermore, these genes participate in a pathway that alters the classically described regulation of shoot - root biomass allocation and root development through the plant nitrogen status. The exact role of these genes in the *P. indica*/Arabidopsis symbiosis remains to be determined, however, *NRT2.5* is a sensitive leaf marker for *P. indica* colonization of the roots.

Phytohormones play important roles in almost all types of plant-microbe interactions. We demonstrate that the defense-related phytohormones JA, Ja-Ile, ABA, SA and OPDA are strongly up-regulated during early phases of co-cultivation of *P. indica* with Arabidopsis roots. Since no physical contact has been established at this time point, their up-regulation must be induced by exudated signals from the fungus (Figure 4). Mukherjee and Ané [37] reported that ethylene inhibits induced symbiotic gene expression and root development in response to germinating spore exudates in mono- and dicots. We observed a quite strong up-regulation of ABA in both roots and leaves in response to secreted fungal compounds (Figure 4). It is consistent with the observed closure of the stomata at this time point. Herrera-Medina et al*.* [38] reported lower colonization of the roots of the ABA-deficient mutant *sitiens* in tomato. Furthermore, the arbuscules were also less developed in the mutant, and both lesions could be restored by exogenous application of ABA to the *sitiens* mutant. It appears that ABA is essential for full AM colonization and arbuscule development (cf. [38]). ABA may down-regulate arbuscular formation directly [39], e.g. by stimulating genes involved in defense and cell wall modification [21], or indirectly by stimulating ethylene production [39]. Garrido et al. [40] showed significant differences in gene expression in mycorrhizal roots of wild-type (WT) and ABA-deficient tomato mutants, and these differences corresponded to the ABA content in the roots. Our data support the important role of ABA in beneficial plant/microbe interactions. Up-regulation of components involved in ABA processes has also been reported by Schäfer et al. [41] in the *P. indica*/barley interaction.

JA, JA-Ile and OPDA are well characterized hormones involved in pathogen attack [42]. Their participation in beneficial plant-microbe interactions is quite controversial (cf. [43]). We observed a strong up-regulation of all these hormonal compounds during early phases of the co-cultivation which is consistent with the observation that JA-regulated stress genes are also up-regulated during the early co-cultivation period. Regvar et al*.* [44], Isayenkov et al*.* [45] and Landgraf et al*.* [46] showed a promotion and Ludwig-Müller et al. [47] a reduction of AM colonization in response to JA or JA-Ile in different systems. Tejeda-Sartorius et al*.* [48] showed that AM colonization was reduced in a JA-deficient tomato mutant [49], and the lesion could be restored by methyl JA application. In contrast, Herrera-Medina et al*.* [50] showed that the JA-insensitive *jai-1* tomato mutant showed increased colonization and the WT tomato was less colonized after methyl JA application. *Nicotiana attenuata* plants silenced for *COI1* expression showed elevated AM colonization [51]. In spite of quite different results, it appears that JA plays a crucial role in beneficial plant-microbe interactions. JA exogenously applied to the growth medium also decreases the number of nodules induced by *Sinorhizobium meliloti* on *Medicago truncatula* roots [52]. JA decreases the responsiveness of Ca^2+^ spiking to Nod factor application and high concentrations of JA inhibited spiking [52], and this might affect root colonization. Application of JA and methyl JA to roots induced the expression of *Nod* genes [53] and the production of Nod factors [54]. This suggests that JA is not exclusively involved in the activation of defense responses. The lower level of JA, JA-Ile and OPDA six days after co-cultivation indicates that these compounds play a less dominant role once the partners have recognized themselves as friends. This resembles reports by Kouchi et al. [55] who showed that during early phases of colonization of *Lotus japonicus* roots by *Mesorhizobium loti* JA-biosynthesis genes are up-regulated. After initiation of nodule formation, they were repressed again.

SA is mainly required for the plant’s defense against biotrophic pathogens (cf. [56]). We observed a strong response in both roots and shoots, but it is not different from the JA, JA-Ile and OPDA responses (Figure 4). An increase in the SA level has also been reported during early stages of AM colonization [57], and this might be important for root colonization by AM fungi [58]. The transient increase in the SA level induces SA-responsive defense genes in *Medicago truncatula* roots at early stages of AM colonization [59], similar to the result described here. Tobacco plants with higher SA levels showed reduced root colonization at early time points, but this effect disappeared during later phases of the interaction [50]. How the defense responses induced by the elevated phytohormone levels are down-regulated when a physical contact between the two symbionts has been established remains to be determined. JA signaling might counteract SA signaling at early stages of the recognition of the two symbionts.

Many genes involved in plant defense are regulated during the co-cultivation of Arabidopsis roots with *P. indica*, however there are clear differences between the early and later time points. Many defense related genes are regulated two and six days after co-cultivation, although their stimulation is lower at the later time point. 

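A list of chitinases and pathogenesis-related proteins, which act on fungal cell walls or accumulate upon infection, was measured in part. The measured genes, most of them chitinases, were higher at both time points. Of 13 listed genes 5 could be measured, with a median log2 ratio of 0.87 at 2 d and 0.66 at 6 d, both above all 10000 random lists matched on signal. Of these, 1 gene, AT2G43570, passed 3-fold at either time point. The paper names this gene from data of the same series, so the list is not fully independent of the paper's choice. The chitinase genes AT2G43590, AT1G02360 and AT4G01700 were 2.93-fold, 1.83-fold and 1.80-fold higher at 2 d, and 1.96-fold, 1.58-fold and 1.14-fold higher at 6 d. The other measured gene, OSM34 (AT4G11650), was 1.25-fold higher at 2 d and 1.18-fold higher at 6 d, and PR1, PR2 and PR5 were not measured. All 5 had the larger ratio at 2 d. Of 8 class III peroxidases, enzymes of the cell wall that use H2O2, 4 could be measured. AT5G39580 was 9.51-fold higher at 2 d and 3.05-fold higher at 6 d, and AT1G14550 3.93-fold and 2.87-fold higher. AT5G64120 (PRX71) had the larger ratio at 6 d, with log2 ratios of 0.34 at 2 d and 0.62 at 6 d, and Prx37 (AT4G08770) had 0.43 and -0.11. The median of the 4 peroxidases was 1.20 at 2 d and 1.07 at 6 d, and the latter was 0.43 with the floor at the 60th percentile.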

35 genes which were up-regulated after 2 days co-cultivation with *P. indica* are stress and defense genes. The germin-like protein 4 (At1g18970) exhibits superoxide dismutase activity and its homologs in barley and wheat are important resistance component against *Blumeria graminis* [59]. The defense-related *WRKY54* [60], *WRKY70* (At3g56400) and *MYB51* (At1g18570) transcription factor genes are involved in basal resistance, stress tolerance [60] or secondary metabolite synthesis [61]. The oxygenic stress-inducible aspartyl protease At3g59080 [62], the HOPZ-ACTIVATED RESISTANCE1 leucine-rich repeat protein (ZAR1, At3g50950) [63], the protease YLS5, the leucine-rich repeat protein kinase At1g51890, the VQ motif protein At4g20000, the WD40 protein (At5g42010, TAIR homepage) and PAD3 (At3g26830, CYP71B15) for camalexin biosynthesis (cf. [64]) participate in different aspects of plant immunity or are induced by pathogen treatments. 

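Of these genes 4 could be measured, all with a higher signal in P. indica-exposed roots at 2 d. The aspartyl protease gene AT3G59080 had a signal of 28.5 in mock-treated and 62.9 in exposed roots, which is 2.21-fold higher, and was 1.57-fold higher at 6 d. YLS5 (AT2G38860) was 2.05-fold higher at 2 d, from 212 to 433, and 1.54-fold higher at 6 d. The kinase gene AT1G51890 was 2.03-fold higher at 2 d and 1.58-fold higher at 6 d. The VQ motif gene AT4G20000 was 2.63-fold higher at 2 d, from 25.9 to 68.2, and 1.51-fold higher at 6 d. None of the 4 passed 3-fold at either time point. AT3G59080 and AT4G20000 lay close to the floor, and with the floor at the 60th percentile their log2 ratios at 2 d were 0.04 and 0.15.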

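Of 39 glutathione transferase genes listed before the data were examined, which code for enzymes that conjugate toxic compounds to glutathione, 9 have a named probe set. None of the 9 was more than 3-fold higher or lower at 2 d or 6 d. GSTU28 (AT1G53680) had the largest positive log2 ratio at 2 d, 0.60, and one of 0.10 at 6 d. GSTU25 (AT1G17180) had a signal of 775 in mock-treated and 898 in exposed roots at 2 d. GSTU16 (AT1G59700) had log2 ratios of -0.48 at 2 d and -0.27 at 6 d, and GSTU26 (AT1G17190) had ratios of -0.33 and -0.79. The median of the 9 was 0.02 at 2 d and 0.07 at 6 d. ATGSTF13 (AT3G62760), which was not on the list, had ratios of -0.25 and -0.92. GSTF3, GSTL1 and GSTU10 are among the members without a named probe set and were not analysed here.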

Several glutathione-S-transferase (GST) genes are also up-regulated at the early time point of interaction. *GSTF3* (At2g02930) responds to *Fusarium sporotrichioides* infection [65] and *GSTL1* (At5g02780) to a wide range of chemicals and abiotic stress treatments [66]. *GST2*, a Ca^2+^-ATPase (At3g63380) is activated by fungal and nematode stimuli and stress (TAIR homepage). 

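For most genes of hormone synthesis and response the annotation used here holds no probe set with a single gene, and few could be measured. Of 24 auxin genes 3 were measured, with a median log2 ratio of 0.00 at 2 d and 0.30 at 6 d. GH3.3 (AT2G23170), a relative of GH3.4 that conjugates auxin, had a signal of 15.2 in mock-treated and 27.4 in exposed roots at 2 d, which is at least 1.23-fold higher, and its relative WES1 (AT4G27260) had a log2 ratio of 0.00 at 2 d and 0.17 at 6 d. LBD16 (AT2G42430), a regulator of lateral root formation, had a ratio of -0.40 at 2 d and one of at least 0.40 at 6 d. The jasmonate synthesis gene OPCL1 (AT1G20510) had ratios of 0.01 and -0.43, the abscisic acid response gene COR47 (AT1G20440) -0.17 and -0.10, and the ethylene signaling gene EIN3 (AT3G20770) -0.12 and -0.06. SAG101 (AT5G14930), which acts in salicylic acid signaling, lay under the floor at 2 d and was 1.51-fold higher at 6 d.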

Phytohormone-related genes are also up-regulated by chemical mediators from *P. indica*. The antranilate synthase subunit α1 is important for JA-mediated regulation of auxin biosynthesis and transport during lateral root formation [67], GH3.4 (At1g59500) plays an important role in auxin homeostasis [68], the JA-regulated *CYP81D8* (At4g37370) product is involved in phenylpropanoid biosynthesis [69,70], *CYSTEINE PROTEINASE1* (At4g36880) responds to gibberellin [71], and *TOUCH3* (At2g41100) to SA [72,73]. We conclude that many genes which were up-regulated in response to the fungal exudates, code for defense and stress proteins, compounds involved in signaling leading to defense gene activation or control phytohormone homeostasis.

14 genes which are down-regulated two days after co-cultivation with *P. indica* are involved in developmental processes and DNA metabolism. 

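Several genes outside those named in the text were lower in exposed roots at 2 d and within 1.5-fold of the mock level at 6 d. The UDP-glycosyltransferase gene AT2G16890 was 2.75-fold lower at 2 d and 1.28-fold lower at 6 d. AT3G47800 was 2.72-fold lower at 2 d and 1.02-fold lower at 6 d, and AT5G08050 had log2 ratios of -1.26 and -0.22. AT4G39675 had a signal of 605 in mock-treated and 245 in exposed roots at 2 d, and of 454 and 609 at 6 d. For the 8 probe sets more than 3-fold lower at 2 d, the exposed signal was higher at 6 d than at 2 d in all 8, with a median log2 difference of 1.11, while that of the mock signal was -0.47. The 8 were chosen for a low exposed and a high mock signal at 2 d, which favours these differences. Of 18 listed genes of DNA replication and the cell cycle 1 could be measured. PRL (AT4G02060), a subunit of the replicative helicase, had log2 ratios of 0.01 at 2 d and -0.24 at 6 d.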

*HISTONE H1-3* (At2g18050) encodes a linker histone protein whose expression is stimulated by dehydration and ABA [74]. *PYRIDOXINE BIOSYNTHESIS1.1* (At2g38230) controls plant growth, development and stress tolerance [75]. *At4g12550* is an auxin-induced gene in roots. CML38 (At1g76650) is involved in Ca^2+^ signaling and important for Ca^2+^-mediated developmental and stress responses and epidermal development or morphology [76]. 

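CCL (AT3G26740) had a signal of 77.6 in mock-treated and 34.5 in P. indica-exposed roots at 2 d, which is 2.25-fold lower. At 6 d the signal was 56.8 in mock-treated and 73.9 in exposed roots, a log2 ratio of 0.38. The clock gene GI (AT1G22770) was lower in exposed roots at both time points, by 1.58-fold at 2 d and by 1.55-fold at 6 d. With the floor at the 60th percentile the log2 ratio of CCL at 2 d was -0.34.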

The plastid-localized CCL protein (At3g26740) is controlled by the circadian clock during the day [77].

Only ten stress- and defense-related genes are up-regulated six days after co-cultivation. Among them are *ALCOHOL DEHYDROGENASE1* (*ADH1*), which is up-regulated in roots by osmotic stress [78] and ABA [79], the ethylene-responsive transcription factor gene *ERF105* (At5g51190) which responds to chitin treatment [80], and *INDOLE GLUCOSINOLATE O-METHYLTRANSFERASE1* (At1g21100) involved in hydroxylation reactions of the glucosinolate indole ring [81]. 

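The ascorbate oxidase gene AT4G39830 had a signal of 11.5 in mock-treated and 29.6 in P. indica-exposed roots at 6 d, which is at least 1.33-fold higher. At 2 d the signals were 17.5 and 24.1, which is at least 1.09-fold higher. The gene lay close to the floor. Without a floor its log2 ratio at 6 d was 1.36.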

The *L-ascorbat oxidase At4g39830* gene is inducible by pathogens [82] and MILDEW RESISTANCE LOCUS6 mediates defense response to fungi and cell death [83]. Genes related to developmental processes code for the AAA-ATPase (At5g40010) which participates in plastidial transport [84], for the CAFFEOYL-COA 3-O-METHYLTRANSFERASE (At1g67980) which catalyses lignin monomer biosynthesis [85], and the CATION/H^+^ EXCHANGER17 (At4g23700) which regulates cation and pH homeostasis [86].

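CAFFEOYL-COA 3-O-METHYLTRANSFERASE (CCOAMT, AT1G67980) had a signal of 60.3 in mock-treated and 140 in exposed roots at 6 d, which is 2.33-fold higher. At 2 d the signals were 18.3 and 27.9, which is at least 1.26-fold higher. DFR (AT5G42800), an enzyme of anthocyanin synthesis that was listed with the phenylpropanoid genes, had signals of 37.3 and 60.0 at 6 d, a difference of 1.61-fold, and lay under the floor at 2 d. AAA-ATPase AT5G40010 and CATION/H+ EXCHANGER17 were not analysed here.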

The group of common genes which are regulated at both time points includes the NAC domain transcription factor gene *JUNGBRUNNEN1* which is induced by H_2_O_2_ [87], GDSL LIPASE1 (At5g40990) that plays an important role in plant immunity [88], ERD11 (At1g02930) and the GLUTHATIONE S-TRANSFERASE TAU10 (At1g74590) which are induced by oxidative stress and bacterial infections (TAIR homepage). *ACIREDUCTONE DIOXYGENASE3* (At2g26400) which functions in H_2_O_2_ and SA signaling, is induced by hypoxia and involved in systemic acquired resistance (TAIR homepage). The oxidoreductase *At4g10500* gene is induced strongly when Arabidopsis seedlings are grown on a *P. indica* lawn [9]. Also At5g38900 (DSBA oxidoreductase) and At2g18690 have been described to be involved in defense against pathogenic fungi. 

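AT5G38900 had a signal of 29.6 in mock-treated and 176 in P. indica-exposed roots at 2 d, which is 5.93-fold higher, and of 64.7 and 146 at 6 d, which is 2.26-fold higher. It lies next to the germin-like gene AT5G38910 in the annotation. AT2G18690 had a signal of 173 in mock-treated and 381 in exposed roots at 2 d, which is 2.19-fold higher, and of 163 and 330 at 6 d, which is 2.03-fold higher. With 32 added to every signal in place of the floor the log2 ratio of AT5G38900 at 2 d was 1.75.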

All these genes are stronger up-regulated in Arabidopsis roots before a physical contact has been established between the two symbionts, which suggest that they are induced by *P. indica*-released chemical mediators.

Comparison of transcripts in rice roots, which were colonized by AM Glomalean fungi with those colonized by pathogens (*Magnaporthe grisea* and *Fusarium moniliforme*) showed that over 40% of the genes were differentially regulated by both the symbiotic and at least one of the pathogenic microbes. Güimil et al. [89] proposed that the common genes may play a role in compatibility. Furthermore, 34% of the mycorrhiza-associated rice genes were also associated with mycorrhiza in dicots, revealing a conserved pattern of response between the two angiosperm classes. Campos-Soriano and Segundo [90] hypothesized that increased demands for sugars by the fungus might be responsible for the activation of the host defense responses which will then contribute to the stabilization of root colonization by the AM fungus. However, the precise role of defense responses in mutualistic interactions is not clear. Excess root colonization might change a mutualistic association into a parasitic association (cf. [31]). This argues in favor of a role of plant defense compounds in restricting root colonization, thereby stabilizing the symbiotic interaction. Studies with the *P. indica*/Arabidopsis symbiosis support the idea [16,91]. However, inoculation with *G. intraradices* stimulated growth and biomass production in WT rice plants and plants overexpressing defense genes. The fungus activates basal defense response in mycorrhizal rice roots, including PR proteins and antioxidant enzymes. Although constitutive expression of defense genes occurred in the roots of the overexpressor lines, the symbiotic efficiency of *G. intraradices* in these plants was not affected. These results suggest that AM fungi have evolved the capacity to circumvent defense mechanisms that are controlled by the plant’s immune system [92]. Similar observations have been described for the *P. indica*/Arabidopsis interaction [93]. The authors demonstrate that a broad-spectrum suppression of innate immunity is required for colonization of Arabidopsis roots by *P. indica*.

## Conclusions

In conclusion, our data (Figure 7) suggest that *P. indica* releases chemical compounds prior to a physical contact which activate stress and defense processes in the host (2 days). Apparently, pre-contact signaling molecules prepare the plant for the symbiotic interaction, and activation of defense may be the first line of recognition. The plant response is not restricted to roots, but also detectable in the leaves. 

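Of 15 listed cell wall loosening genes, which act in cell expansion, 5 could be measured, and none differed by more than 3-fold. Their median log2 ratio was 0.20 at 2 d and -0.04 at 6 d. XTH18 (AT4G30280) had ratios of 0.20 at 2 d and -0.73 at 6 d, XTH19 (AT4G30290) -0.07 and -0.27, XTH20 (AT5G48070) 0.20 and 0.23, and the expansin genes EXPA4 (AT2G39700) 0.39 and 0.04 and EXPA15 (AT2G03090) -0.06 and -0.04. The root hair expansins EXPA7 (AT1G12560) and EXPA18 (AT1G62980) had ratios of 0.47 and 0.50 at 2 d and 0.12 and -0.21 at 6 d. UGT74B1 (AT1G24100), an enzyme of glucosinolate synthesis, had ratios of 0.22 and 0.15. Of 17 listed genes of nitrate and ammonium uptake and assimilation, 1 has a named probe set, and it lay under the floor.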

Once root colonization has taken place (6 days) defense responses are down-regulated and genes involved in promoting plant growth, metabolism and performance are activated.

**Figure 7:**
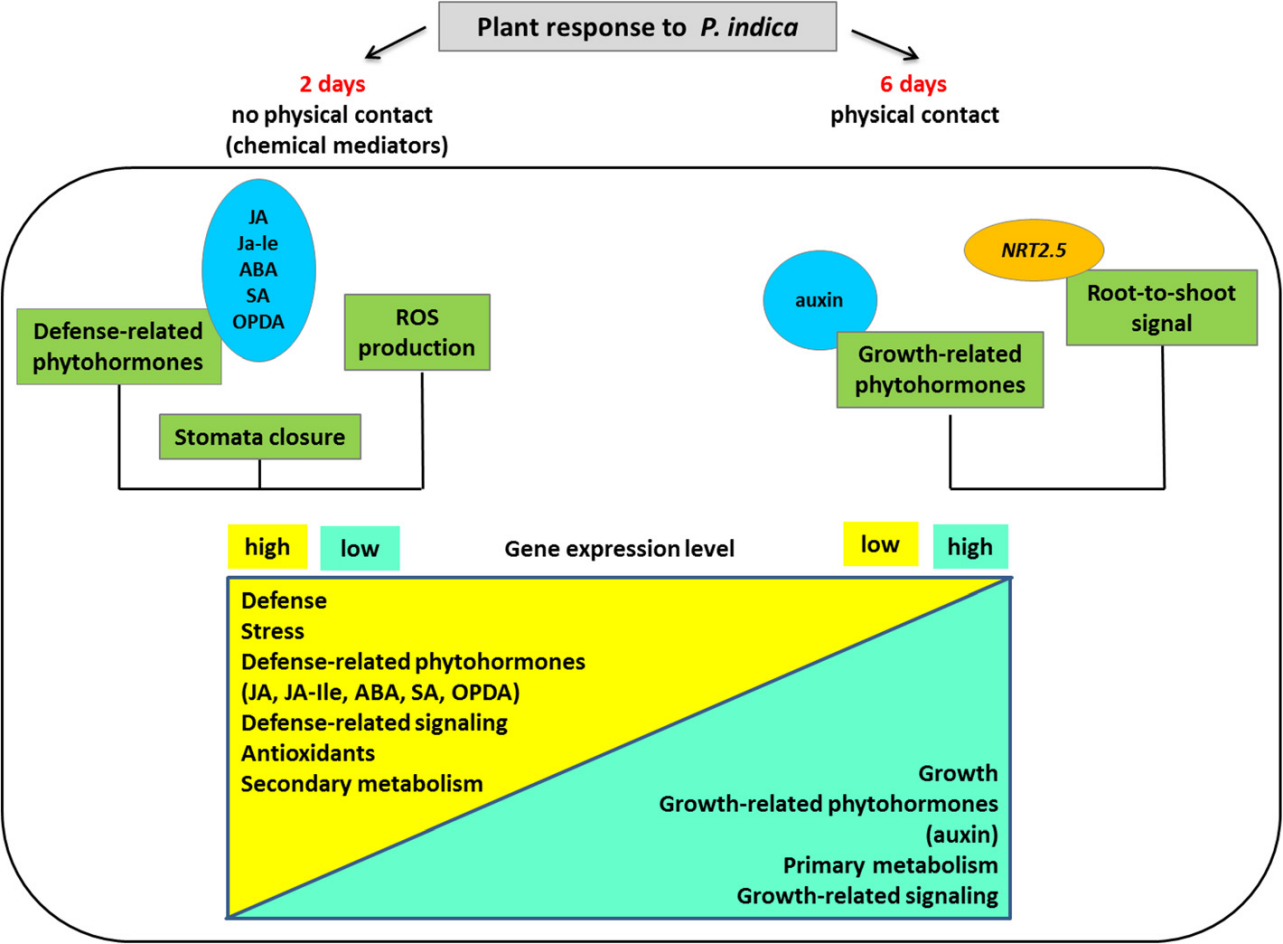
***A. thaliana*** **transcriptome changes after 2 (no physical contact between plant and fungus) and 6 (physical contact is established) days of co-cultivation with** ***P. indica*** **.**

## Methods

### Growth conditions of *A. thaliana* and fungi

*A. thaliana* WT (ecotype Columbia-0) seeds were surface-sterilized and placed on Petri dishes containing MS nutrient medium [94]. After cold treatment at 4°C for 48 h, plates were incubated for 10 days at 22°C under continuous illumination (65 μmol m^−2^ sec^−1^). *P. indica* was cultured for three weeks at 22-24°C on *Aspergillus*-minimal medium [95,96 (Section A)].

### Co-cultivation of seedlings with *P. indica*

Twelve day-old (48 h cold treatment and 10 days of illumination) Arabidopsis seedlings of equal sizes were selected for co-cultivation experiments. They were transferred to PNM plates with a nylon membrane on the top [96 (Section C-Method 1)] and exposed to a fungal plug 5 mm in diameter or a KM plug of the same size without fungal hyphae (control). The plugs were placed 3 cm away from the closest root part (Additional file 1: Figure S1A). The experimental setup was identical on the split Petri dishes, except that the fungal (or control) plaques were placed on one side and the seedlings on the other side of the Petri dish. The light intensity (80 ± 5 μmol m^−2^ sec^−1^) was checked every third day to ensure that both *P. indica-* and mock-treated seedlings receive equal amounts of light.

### Gene expression

Total RNA was isolated separately from roots and shoots of WT seedlings after two and six days of co-cultivation (or mock-treatment) with *P. indica* using RNeasy Plant Mini Kit (Qiagen). After reverse-transcription, cDNA was synthesized from 1 μg total RNA using the Omniscript RT Kit (Qiagen) and oligo (dT)20 in 20 μl reaction volume. Real-time quantitative PCR was performed with gene-specific primers (Additional file 1: Table S3) and performed using the CFX connect Real-time system and the CFX manager software version 3.1 (Bio-Rad). For the amplification of the PCR products, iQ SYBR Supermix (Bio-Rad) was used according to the manufacturer’s instructions in a final volume of 20 μl. The iCycler was programmed to 95°C 2 min, 35 × (95°C 30 s, 55°C 40 s, 72°C 45 s), 72°C 10 min followed by a melting curve (55-95°C in increasing steps of 0.5°C). All reactions were repeated twice. The mRNA levels for each cDNA probe were normalized with respect to the *GAPC2* message levels. Fold induction values were calculated with the ΔΔCP equation of Pfaffl [97]. The ratio of a target gene was calculated in the *P. indica*-treated sample *versus* the mock-treated control in comparison to the *GAPC2* reference gene.

### Microarray analyses, data processing

Microarray hybridizations for *P. indica*-exposed and mock-treated Arabidopsis roots were performed with the Arabidopsis Genome Array ATH1 (Affymetrix, USA) at the Kompetenzzentrum für Fluoreszente Bioanalytik, Regensburg, Germany. The hybridization signal data were analyzed with ROBIN (http://mapman.gabipd.org/web/guest/robin-download) and MapMan (http://mapman.gabipd.org/web/guest/robin-download) programs. Statistical analysis for *t*-test and subsequent calculation of false discovery rate were performed according to ROBIN program. The microarray data given in the Supplementary Material are based on 3 biological independent experiments. The results have been submitted to GEO (http://www.ncbi.nlm.nih.gov/geo, submission number GSE58771). The *NRT2.*5 data shown here are based on Real-time PCR, since the gene was not present on all microarray chips.

Visualization of the cellular pathways and functional categories of the expression data of Arabidopsis roots after two and six days of co-cultivation with *P. indica* was carried out using the MapMan and Pegman package according to Ath_AFFY_ATH1_TAIR8_Jan 2010 (http://mapman.gabipd.org) [98]. The visualization Mapman tool was used to identify similarities and differences of different pathways involved in biotic and abiotic stress responses [98]. Wilcoxon test was used to visualize significantly expressed genes in Pegman. Venn diagrams were calculated using the expression log values of Mapman package [99]. Specifically expressed genes were determined by Venn diagram with a 3-fold change threshold. Also differentially regulated gene patterns were considered by Venn diagram according to comparative analysis of microarrays in the GEO microarray and NASC data sets.

### Microscopy of roots and stomata staining

The roots of Arabidopsis seedlings exposed to *P. indica* for two or six days were stained with trypan blue and the colonization was analysed by light and fluorescent microscopy as described in Vahabi et al. [100]. Hyphae and spores in the roots could only be detected six days after co-cultivation of the two partners (Additional file 1: Figure S1B, S2C, D1, D2). For stomata staining, detached Arabidopsis leaves were stained using 1 ml calcoflour staining solution (10 mM calcoflour in 50% glycerol, 100 μm Tween 20) for 5 min, and the epidermal layers were analysed under a light and fluorescent microscope (450–520 nm). Opened and closed stomata from 5 areas in 10 leaves from different seedlings were counted. The data are averages of three independent biological experiments. Stomata are considered as closed when no open space can be seen between the two guard cells (Figure 1).

### H_2_O_2_ and ROS measurements

Arabidopsis seedlings co-cultivated with *P. indica* for two and six days were stained with 3,3′-diaminobenzidine (DAB) as described by Daudi et al. [101]. As a result of staining a brown precipitate upon oxidation was formed, which is insoluble in aqueous and organic solvents [102,103]. For the detection/quantification of H_2_O_2_ inside the plant material, 100 mg of stained tissue was washed with acetone three times, ground to a fine powder and - after drying - dissolved in 1 ml DMSO at 90°C for 1 h. The supernatant was separated from the precipitate by centrifugation at 10,000 rpm for 5 min and was further used for spectrophotometric measurements at 270 nm (Perkin Elmer, Lambda 12) as described by Greenfield et al. [104]. The poly-DAB concentration of the plant tissue was correlated to the H_2_O_2_ concentration using a standard curve which was generated by the application of four different concentrations of H_2_O_2_ (0.1, 1, 10, 100 μg).

### Phytohormone measurement

100 mg of leaf material was frozen in liquid nitrogen and kept at -80°C. After grinding with mortar and pestle, the leaf material was extracted with 1,2 ml of methanol containing 24 ng of 9,10-D_2_-9,10-dihydrojasmonic acid, 24 ng D_4_-salicylic acid (Sigma-Aldrich, Germany), 24 ng D_6_-abscisic acid (Santa Cruz Biotechnology, Santa Cruz, USA), and 4,8 ng of JA-^13^C_6_-Ile conjugate as internal standards. JA-^13^C_6_-Ile conjugate was synthesized as described by Kramell et al. [105] using ^13^C_6_-Ile (Sigma-Aldrich, Germany). The homogenate was mixed for 30 min and centrifuged at 14,000 rpm for 20 min at 4°C. The supernatant was collected. The homogenate was re-extracted with 500 μl methanol, mixed well, centrifuged and supernatants were pooled. The combined extracts were evaporated in a speed-vac at 30°C and re-dissolved in 250 μl methanol. Chromatography was performed on an Agilent 1200 HPLC system (Agilent Technologies). Separation was achieved on a Zorbax Eclipse XDB-C18 column (50 x 4.6 mm; 1.8 μm; Agilent). Formic acid (0.05%) in water and acetonitrile were employed as mobile phases A and B, respectively. The elution profile was: 0-0.5 min, 5% B; 0.5-9.5 min, 5-42% B; 9.5-9.51 min 42-100% B; 9.51-12 min 100% B and 12.1-15 min 5% B. The mobile phase flow rate was 1.1 ml/min. The column temperature was maintained at 25°C. An API 3200 tandem mass spectrometer (Applied Biosystems) equipped with a Turbospray ion source was operated in negative ionization mode. The instrument parameters were optimized by infusion experiments with pure standards, where available. The ionspray voltage was maintained at −4500 eV. The turbo gas temperature was set at 700°C. Nebulizing gas was set at 60 psi, curtain gas at 25 psi, heating gas at 60 psi and collision gas at 7 psi. Multiple reaction monitoring (MRM) was used to monitor analyte parent ion → product ion: m/z 136.9 → 93.0 [collision energy (CE) - 22 V; declustering potential (DP) - 35 V] for SA; m/z 140.9 → 97.0 (CE - 22 V; DP - 35 V) for D4-SA; m/z 209.1 → 59.0 (CE - 24 V; DP - 35 V) for JA; m/z 213.1 → 56.0 (CE - 24 V; DP - 35 V) for 9,10-D2-9,10-dihydrojasmonic acid; m/z 263.0 → 153.2 (CE - 22 V; DP - 35 V) for ABA; m/z 269.0 → 159.2 (CE - 22 V; DP - 35 V) for D6-ABA; m/z 322.2 → 130.1 (CE - 30 V; DP - 50 V) for JA-Ile conjugate; m/z 328.2 → 136.1 (CE - 30 V; DP - 50 V) for JA-^13^C_6_-Ile conjugate. Both Q1 and Q3 quadrupoles were maintained at unit resolution. Analyst 1.5 software (Applied Biosystems) was used for data acquisition and processing. Linearity in ionization efficiencies were verified by analyzing dilution series of standard mixtures. Phytohormones were quantified relative to the signal of their corresponding internal standard. For quantification of 12-oxophytodienoic acid, *cis*-OPDA, 9,10-D_2_-9,10-dihydro-JA was used as the internal standard applying an experimentally determined response factor of 1.

### Availability of supporting data

All the supporting data are included as Additional file 1.

## Additional file

Additional file 1: Figure S1. Experimental design for the co-cultivation assays. **Figure S2**. Localization of *P. indica* mycelium and spores in and around Arabidopsis roots. **Table S1**. MAPMAN analysis of the genes which are regulated at least 3-fold in the roots of seedlings exposed to *P. indica* for two or six days. **Table S2**. Regulated genes in *A. thaliana* roots after two days interaction with *P. indica* grown on normal or split Petri dishes. **Table S3**. List of primers for RT-PCR used in this study.

## Abbreviations

*Pi*: *Piriformospora indica*
ROS: Reactive oxygen species
MAMP: Microbe-associated molecular pattern
AM: Arbuscular mycorrhiza
JA: Jasmonic acid
SA: Salicylic acid
ABA: Abscisic acid
OPDA: 12-oxo-phytodienoic acid
JA-Ile: Jasmonic acid-isoleucine
WT: Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

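Arabidopsis seedlings were co-cultivated with a plug of P. indica or with a plug without mycelium, and root RNA was hybridized to ATH1 arrays after 2 d and 6 d. The values analysed come from 4 arrays, 1 for each of 2 d mock, 2 d P. indica, 6 d mock and 6 d P. indica. The conditions were taken from the sample labels, which name the time and the presence of the fungus for each array. The paper speaks of 3 independent experiments and names a t-test with false discovery rates in ROBIN. With 1 array per condition neither could be repeated within a time point, and no p-value was computed. The number of arrays limits the precision of every value.

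The authors' deposited values are linear array intensities (MAS5 signals) for 22810 probe sets. The submitters' processing notes name MAS5 without a version. The paper analysed the signals in ROBIN and MapMan, and the normalization used there is not given in the sources used here. The 2% trimmed mean of the signal was 99.3, 99.3, 99.2 and 99.2 on the 2 d mock, 2 d P. indica, 6 d mock and 6 d P. indica arrays, so each array appears to have been scaled by the authors before deposit. The range of the log2 75th percentiles was 0.025, under the limit of 0.3 above which quantile normalization would have become the main setting. The share of probe sets above the floor was 60.3%, 60.1%, 59.9% and 59.8% on these arrays.

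From the deposited values, 64 control probe sets were left out, which left 22746. The floor was the mean, on the log2 scale, of the arrays' 40th percentiles, 22.2. Signals under the floor were set to the floor, and the log2 ratio of P. indica over mock was formed within each time point. A probe set entered the counts if the brighter array of its pair lay above the floor, and a difference of more than 3-fold was the limit for a count, after the paper. MAS5 signals near the background are noisy, so the floor sets how many low probe sets pass this limit. Simulated arrays in which 200 genes per run with signals above 2 times the floor were changed by known amounts were used to check the counting for the 2 d comparison on 22746 probe sets. Over 5 runs, 247 of 250 genes made 4-fold higher and 250 of 250 made 8-fold higher were counted, 3 of 250 made 2-fold higher were counted, and 185 of 250 made 8-fold lower were counted. No gene left as it was passed the limit in these runs. The runs do not cover calls whose lower signal starts under the floor, such as that of AT5G38910 at 2 d.

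Probe sets were named through the platform's probe annotation, updated through Entrez Gene identifiers to the TAIR10.1 annotation, which gave 13436 locus codes; further locus codes came from the probe annotation itself. This named 13484 probe sets for 13333 genes. Genes with several probe sets (145) were represented by the one with the highest mean signal. No coordinates are given, since no conclusion concerns a position. The paper's MapMan mapping of the array is based on TAIR8.

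Some members of lists made after the values were seen, and plastid-encoded genes, are named outside the rule that follows. The other genes named in the text were chosen by a rule written before the data were examined. Per time point it takes the 15 largest higher and the 10 largest lower differences with both arrays above the floor, the 5 largest lower bounds in each direction, every gene the paper names, and up to 4 members of each gene list. The 34 gene lists were written at the same time, some of them from the genes the paper names after its results on this series. Some of the lists from background knowledge also hold such genes. The median of a list was computed where at least 3 members were counted, and was set beside 10000 random lists of the same size matched on mean signal in 20 bins, as a description of these arrays. The tables of additional file 1 of the paper were not used here.

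Alternatives fixed before the data were examined were floors at the 20th and 60th percentile, no floor, quantile normalization over the 4 arrays, a loess fit of the log2 ratio within each pair (span 0.3), centring of the log2 ratios on their median, 32 added to every signal in place of the floor, probe sets of 1 gene without cross-hybridizing suffix, and limits of 2-fold and 4-fold. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The qRT-PCR, hormone, stomata and H2O2 measurements and the split Petri dish experiments of the paper were not analysed here.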

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

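All tests in this part were chosen after the results they bear on had been seen, except the comparison of the spread of all ratios.

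A pattern that the paper does not describe is in the mock arrays. Among the 41 probe sets more than 3-fold higher at 2 d, the mock signal differed by a median log2 value of 0.888 between 6 d and 2 d, with little difference in the exposed signal, but this choice favours low mock signals at 2 d. The 69 probe sets with a mean of both log2 ratios over 1 had a median mock shift of 0.708 (95% bootstrap interval over probe sets 0.371 to 0.897). The 64 probe sets more than 2-fold higher at 6 d, a choice that favours low mock signals at 6 d, had a median mock shift of 0.253, with 36 higher, 13 lower and 15 under the floor on both mock arrays, and a median exposed shift of 0.203. The interval of this mock shift, 0 to 0.558, includes 0, the intervals do not cover chance differences between single arrays, and a choice by the mean of both ratios favours 2 d where the 2 d ratios spread more. Chance lows in the 2 d mock signal therefore stay open. A factor shared by both 6 d arrays would move exposed and mock alike. Among the 69 probe sets the mock shift exceeded the exposed shift by a median of 0.5326, but the quartiles of 0.128 and 1.20 begin near 0, and among the 64 probe sets the median was 0.118 with quartiles of -0.478 and 0.919. The 6 d arrays also differed from the 2 d arrays in control and plastid probe sets, so a shared factor stays open. A single share of exposed material in the 6 d mock sample stays open too: the lowest ratio of mock to exposed signal at 6 d among the 41, that of AT5G38910, allows a share of 18.6%, and with that share 32 of the 41 mock signals lay within 1.5-fold of the prediction and 17.07% lay above it. A change of these genes in mock-treated roots with age or time on the plates may also be the source and was not tested.

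The ratios of responding probe sets chosen at 2 d or by the mean of both ratios were smaller at 6 d than at 2 d. Among the 69 probe sets chosen by the mean of both log2 ratios 84.06% had the larger ratio at 2 d. Among the 64 probe sets chosen at 6 d, a choice that favours large ratios at 6 d, 37 (57.8%, 95% Wilson interval over probe sets 45.6% to 69.1%) had the larger ratio at 2 d. How much of the difference comes from the choice of probe sets could not be decided. The median absolute log2 ratio of all probe sets above the floor was at 6 d 0.903 of that at 2 d (95% bootstrap interval over probe sets 0.877 to 0.930). This lay next to 0.9, the bound set beforehand for no compression of all ratios on the 6 d arrays, so a weak compression could not be decided. The interval lay above the bound set beforehand for compression as the source. It also lay above the median factor of 0.643 of the 69 probe sets, so a compression of all ratios of that size was not seen. A lower response of the roots at 6 d, a higher signal in mock-treated roots or mixed material could each give the smaller ratios.

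Most of the measured photosynthesis genes had a log2 ratio below 0 at 2 d and above 0 at 6 d, and none passed 2-fold. For the green shoot markers, 3 genes listed before the data were examined, the median of the 2 d minus 6 d log2 ratio was -0.961. For 11 measured nuclear photosynthesis genes it was -0.838, with all 11 higher at 6 d than at 2 d relative to mock. This list was made after the values were seen and includes the 3 markers, so the medians are not independent. The median log2 ratio of the 11 genes was -0.22 at 2 d, with 10 below 0 and 1 above, and 0.4153 at 6 d, with 10 above 0 and 1 below. An unequal share of shoot tissue could give this, as the labels' RNA isolation covers roots and shoots, although the paper states that these were isolated separately, and so could greening of roots in the light; these cannot be told apart without a leaf array. The signals of LHCB4.1 and RCA were 352 and 297 in exposed and 260 and 199 in mock-treated roots at 6 d.

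Several genes had ratios of opposite sign at the time points, with more than 1 between the log2 ratios. The difference was not tested in any case, as each ratio comes from a single pair of arrays. Lower at 2 d and higher at 6 d were AT1G19530 (2 d minus 6 d -2.22), AT5G10770 (-2.14), AT4G39675 (-1.73), CML38 (-1.71), CCL (-1.55) and AT1G60080 (-1.40). AT5G10770 and CML38 had signals under the floor, so their differences are at least of the size given. The 3 measured genes the paper names as lower at 2 d had a median of -1.55. AT5G04120 was at least 1.66-fold higher at 2 d and lower at 6 d, with a difference of at least 1.89. AT3G52030 (1.05), AT1G06830 (1.04) and AT3G12170 (at least 1.01) were lower at 6 d. Their log2 ratios at 2 d were small, at 0.09, 0.11 and 0.12, so a change of direction is not shown for these genes.

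Signals in genes outside those the paper discusses were found in the following groups, chosen after their values were seen. The 3 precursors of PAMP-induced secreted peptides, small peptides that amplify immune responses, had a median log2 ratio of 1.99 at 2 d and 1.57 at 6 d: AT4G37290 was 5.80-fold, AT2G23270 at least 3.98-fold and AT4G28460 at least 3.39-fold higher at 2 d. The mock signals of the 3 genes at 2 d (23.8, 6.8 and 11.6) lay near or under the floor, and with the floor at the 60th percentile the median was 0.53 at 2 d and 0.32 at 6 d. Of 5 berberine bridge enzyme-like genes that lie next to each other on chromosome 1, 4 were measured, with a median log2 ratio of 2.75 at 2 d and 1.51 at 6 d, and AT1G26400 lay under the floor on every array. With the floor at the 60th percentile the median at 2 d was 1.29.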

How the results depend on the processing

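All alternatives in this part were set before the data were examined, except those for the mock and exposed shifts and for the lists made after the values were seen, which were added afterwards. No paired analysis was possible because, within a time point, each condition has 1 array, and for the same reason no replicate could be left out. A test of exposure that takes the 2 time points as pairs was not made, since the results are given per time point. No direction of a result past 3-fold was reversed, and all 41 probe sets higher, the 8 lower and the 15 higher at 6 d had the same sign in every setting of floor and scale. This is no check of the directions. A floor or an added constant cannot reverse the order of 2 signals. The scalings had little room to do so, as the log2 75th percentiles of the arrays differed by 0.025. Quantile normalization, loess and centring changed no count by more than 1.5 times except the single probe set past 3-fold at 6 d only, which became 2 under loess and under centring. The floor and the limit moved the counts, in the order higher at 2 d, lower at 2 d, higher at 6 d, lower at 6 d, higher at both times, lower at both times, higher at 2 d only, higher at 6 d only and apart between the mock arrays, whose main values were 41, 8, 15, 0, 14, 0, 27, 1 and 121. With a floor at the 20th percentile they were 95, 27, 58, 19, 25, 1, 70, 33 and 314. With a floor at the 60th percentile they were 20, 3, 8, 0, 8, 0, 12, 0 and 49. Without a floor they were 1112, 799, 1240, 1029, 245, 134, 867, 995 and 2353. With 32 added to every signal they were 21, 1, 3, 0, 3, 0, 18, 0 and 55. With single-gene probe sets they were 20, 3, 8, 0, 8, 0, 12, 0 and 71. With a limit of 2-fold they were 104, 40, 64, 6, 43, 0, 61, 21 and 495, and with one of 4-fold 22, 1, 5, 0, 3, 0, 19, 2 and 73. A higher limit or fewer probe sets can only lower the total past the limit; for the other changes the cause was not tested. By construction, a probe set whose dimmer signal lies under the floor passes 3-fold only if the brighter one exceeds 3 times the floor, so low signal over background limits which probe sets can pass. With the floor at the 60th percentile 20 of the 41 probe sets higher at 2 d were still past 3-fold, and with 32 added 21 of them. With the floor at the 60th percentile the median log2 ratio of the genes the paper names as lower at 2 d was 0.00, against -1.17, since 2 of the 3 then lie under the floor in both conditions. The median of the peroxidases at 6 d was 0.43, against 1.07. The 6 d mock signals of AT1G14550 and AT5G39580, 25.3 and 40.2, were then raised to the floor of 61.4, which lowers their ratios. The medians of the other lists written before the data were examined moved by less than 1.5-fold. A median that is itself smaller than 1.5-fold can fall to no difference without passing this limit, so for such lists stability is not shown. Among the lists made after the values were seen, the peptide precursors had a median at 2 d of 1.99, which was 2.70 with the floor at the 20th percentile or none and 0.53 with that at the 60th, and one at 6 d of 1.57, which was 0.32 with the floor at the 60th percentile and 0.92 with 32 added. The berberine bridge enzyme-like genes had a median at 2 d of 2.75, which was 4.08 with the floor at the 20th percentile or none, 1.29 with that at the 60th and 2.17 with 32 added. The other such medians moved by less than 1.5-fold, but most of them were themselves smaller than this. With the floor at the 60th percentile the WRKY median at 6 d was 0.00, against 0.24, and the cytochrome P450 median at 6 d was 0.13, against 0.39. Of 248 log2 ratios of named genes, 69 moved by more than 1.5-fold with the floor at the 60th percentile, 13 with that at the 20th, 13 without a floor, 18 with 32 added and 0 under the scalings. The median mock shift of the probe sets higher at 2 d was 0.22 with the floor at the 60th percentile, 0.60 with 32 added, 0.93 after quantile normalization and 1.15 without a floor.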

Differences from the paper's values

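The paper counts genes and the values here count probe sets, both with a limit of 3-fold, while the paper also names a t-test that 1 array per condition does not allow within a time point. At 2 d the paper gives 75 up-regulated genes, and 41 probe sets were found here. Of the alternatives set before the data were examined, a floor at the 20th percentile (95) and a limit of 2-fold (104) fall within 1.5 times the paper's number, and no floor, a floor at the 60th percentile, the scalings, 32 added, single-gene probe sets and a limit of 4-fold do not. The paper gives 14 down-regulated genes at 2 d against 8 here, and none of the alternatives comes within 1.5 times that number. At 6 d the paper gives 50 up-regulated genes against 15 here; a floor at the 20th percentile (58) and a limit of 2-fold (64) come within 1.5 times it and the other alternatives do not. The paper gives 4 down-regulated genes at 6 d against 0 here; a limit of 2-fold (6) comes within 1.5 times it and the other alternatives do not.

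For genes up-regulated at both times the paper shows about 40 in Fig. 5, read by eye, against 14 here, and a limit of 2-fold gives 43, while the other alternatives lie further away. For genes up-regulated at 6 d only it shows about 10 in Fig. 5, read by eye, against 1 here, and no alternative comes within 1.5 times that number. For genes down-regulated at 2 d only it shows about 13 in Fig. 5, read by eye, against 8 here, and for 6 d only about 3 in Fig. 5, read by eye, against 0 here; no alternative comes within 1.5 times either. For genes down-regulated at both times it shows about 1 in Fig. 5, read by eye, against 0 here, and a floor at the 20th percentile also gives 1, while the other alternatives do not.

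The paper applies a limit of more than 3-fold to the genes it names. Of the 9 measured genes that it names as up-regulated at 2 d only, 2 passed 3-fold here, and all 9 passed 2-fold at 2 d and none at 6 d. Of the 6 measured genes that it names for both time points, 4 passed 3-fold at 2 d and 2 at 6 d, and all 6 passed 2-fold at both. Of the 3 measured genes that it names as down-regulated, none passed 3-fold and all 3 passed 2-fold; without a floor 1 of them passed 3-fold. Of the 2 measured genes that it names as up-regulated at 6 d only, none passed 3-fold and 1 passed 2-fold, and without a floor both passed 2-fold. The direction was the one the paper states for each of these genes, which it chose on data of the same series, so this is not independent evidence. The paper states that several glutathione transferase genes are up-regulated at the early time point; none of the 9 members measured here passed 3-fold or 2-fold, and the members it names were not measured.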

Other observations

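Gene families of which the paper names single members were looked at as groups after the values were seen. Genes with a UGT symbol code for UDP-glycosyltransferases, which attach sugars to hormones and secondary metabolites. Of 51 such genes with a named probe set 31 were measured at 2 d. Of the 31, 23 were higher and 8 lower in exposed roots, with a median log2 ratio of 0.19. The UDP-glycosyltransferase genes AT2G22590 and AT2G16890, which have no such symbol and were lower at 2 d, are not among them. At 6 d 14 of 32 were higher and 18 lower, with a median of -0.03. Members went both ways: UGT73D1 was 3.04-fold higher at 2 d and 1.34-fold higher at 6 d. The flavonol glycosyltransferase genes UGT78D1 and UGT78D2 were 1.82-fold and 1.84-fold lower at 2 d and 1.32-fold and 1.53-fold lower at 6 d. UGT84A1 was 1.77-fold lower at 2 d and 1.99-fold lower at 6 d. Of 22 cytochrome P450 genes with a named probe set 8 were measured, with a median log2 ratio of 0.10 at 2 d and 0.39 at 6 d. At 2 d 5 were higher and 2 lower. CYP71B6 was 2.38-fold higher at 2 d and 1.71-fold higher at 6 d, and CYP71B23 1.51-fold and 1.34-fold higher. Of 6 WRKY transcription factor genes the median was 0.09 at 2 d and 0.24 at 6 d, with WRKY6 1.37-fold higher at both. Of 7 subtilase genes with a named probe set 3 were measured, with a median of -0.11 at 2 d and 0.20 at 6 d. At 2 d 1 was higher, SBT3.5 with 2.82-fold, and 2 were lower.

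AT3G55790 and AT3G28510 had signals under the floor in mock-treated roots and above it in exposed roots at both time points. Their exposed signals all lay under the floor of 61.4 at the 60th percentile. The signal of AT3G55790 was 0.5 in mock-treated and 60.5 in exposed roots at 2 d, which is at least 2.73-fold higher, and 10.8 and 54.5 at 6 d. The signal of AT3G28510 was 2.1 and 49.8 at 2 d and 20.0 and 61.3 at 6 d, which is at least 2.76-fold higher at 6 d.

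The control probe set of the 25S ribosomal RNA had a signal of 78.1 and 28.6 on the 2 d mock and exposed arrays and of 1116 and 1129 on the 6 d mock and exposed arrays. The ratio of the 3' to the 5' probe set of actin was 1.77 and 1.58 on the 2 d arrays and 3.69 and 4.45 on the 6 d arrays, and that of GAPDH 0.999 and 0.992 on the 2 d arrays and 1.12 and 1.19 on the 6 d arrays. Most plastid-encoded genes were lower on the 6 d arrays: of 69 probe sets 55 were above the floor on a mock array, with a median log2 difference between 6 d and 2 d of -1.98 in mock-treated and -1.76 in exposed roots. Of the 55, 30 were more than 3-fold lower on the 6 d mock array. Some went the other way: the mock signals at 2 d and 6 d were 382 and 859 for rpoA and 1108 and 1861 for psbM.

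No member of the lists for phosphate starvation, sugar starvation, heat shock and stele markers has a named probe set, and no listed jasmonate response gene was above the floor. The nitrate transporter gene NRT2.5 (AT1G12940), which the paper measured by real-time PCR, had signals of 2.0 and 4.0 in mock-treated and exposed roots at 2 d and of 5.2 and 0.4 at 6 d, all under the floor. The remaining marker gene with a value, AT1G62500 of the cortex, lay under the floor at 2 d and was at least 1.60-fold higher at 6 d. In the hypoxia list AT4G17260 had log2 ratios of 0.17 and 0.11.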
